# CD45Rb-low effector T cells require IL-4 to induce IL-10 in FoxP3 Tregs and to protect mice from inflammation

**DOI:** 10.1371/journal.pone.0216893

**Published:** 2019-05-23

**Authors:** Mark B. Jones, Carlos A. Alvarez, Jenny L. Johnson, Julie Y. Zhou, Nathan Morris, Brian A. Cobb

## Abstract

CD4^+^ effector/memory T cells (Tem) represent a leading edge of the adaptive immune system responsible for protecting the body from infection, cancer, and other damaging processes. However, a subset of Tem cells with low expression of CD45Rb (Rb^Lo^Tem) has been shown to suppress inflammation despite their effector surface phenotype and the lack of FoxP3 expression, the canonical transcription factor found in most regulatory T cells. In this report, we show that Rb^Lo^Tem cells can suppress inflammation by influencing Treg behavior. Co-culturing activated Rb^Lo^Tem and Tregs induced high expression of IL-10 *in vitro*, and conditioned media from Rb^Lo^Tem cells induced IL-10 expression in FoxP3^+^ Tregs *in vitro* and *in vivo*, indicating that Rb^Lo^Tem cells communicate with Tregs in a cell-contact independent fashion. Transcriptomic and multi-analyte Luminex data identified both IL-2 and IL-4 as potential mediators of Rb^Lo^Tem-Treg communication, and antibody-mediated neutralization of either IL-4 or CD124 (IL-4Rα) prevented IL-10 induction in Tregs. Moreover, isolated Tregs cultured with recombinant IL-2 and IL-4 strongly induced IL-10 production. Using house dust mite (HDM)-induced airway inflammation as a model, we confirmed that the *in vivo* suppressive activity of Rb^Lo^Tem cells was lost in IL-4-ablated Rb^Lo^Tem cells. These data support a model in which Rb^Lo^Tem cells communicate with Tregs using a combination of IL-2 and IL-4 to induce robust expression of IL-10 and suppression of inflammation.

## Introduction

Regulatory T cells (Tregs) are critical for the maintenance of immune homeostasis. The most widely recognized and studied subset of Tregs express the transcription factor FoxP3 and can be induced peripherally or develop directly in the thymus [1–3]; however, FoxP3^-^ type 1 regulatory cells (Tr1) are also well-characterized [4, 5]. Another CD4^+^ T cell subset known to have regulatory/suppressive properties are those lacking FoxP3 while expressing low concentrations of the activation marker CD45Rb (Rb^Lo^) at the cell surface. These Rb^Lo^ T cells inhibit the induction of wasting disease in SCID mice [6], type 1 diabetes [7], a plant antigen-based model of asthma [8], and the formation of adhesions [9]. In agreement with these reports, we recently found that the polysaccharide antigen PSA from *Bacteroides fragilis* significantly decreased susceptibility to the development of pulmonary inflammation through activation and expansion of CD4^+^FoxP3^-^CD45Rb^Lo^ effector-memory (CD62L^-^CD44^+^) T cells (Rb^Lo^Tem)[10–12].

Rb^Lo^Tem cells are known to depend upon IL-10 for their protective efficacy [13, 14]. Consistent with this, we found that the suppressive activity of Rb^Lo^Tem cells required IL-10 in both humans *in vitro* [15] and mice *in vivo* [10, 12]. In an *in vivo* model in which all cells lacked IL-10, the Rb^Lo^Tem cells failed to protect the animals from pulmonary inflammation [10]. However, reciprocal adoptive transfer experiments in which activated wild type (WT) or IL-10-deficient (IL-10^-/-^) Rb^Lo^Tem cells were given to WT or IL-10^-/-^ recipients, we discovered that IL-10 was dispensable in the Rb^Lo^Tem cells but not in the recipient [12]. Moreover, adoptive transfer of IL-10^-/-^ Rb^Lo^Tem cells induced IL-10 expression in CD4^+^FoxP3^+^ Tregs in the lung [12], suggesting a model in which Rb^Lo^Tem cells suppress inflammation by the selective induction of IL-10 in FoxP3^+^ Tregs *in vivo* through an unknown mechanism.

In this study, we report the discovery of a mechanism by which Rb^Lo^Tem cells communicate with and drive suppressive activity of FoxP3^+^ Tregs to regulate inflammation. Consistent with our *in vivo* studies [12], co-cultured Rb^Lo^Tem cells induced FoxP3^+^ Tregs to secrete high concentrations of IL-10 *in vitro*. Conditioned media from activated Rb^Lo^Tem cells also induced IL-10 in FoxP3^+^ Tregs both *in vivo* and *in vitro*, demonstrating cell-contact independence in the communication pathway between these cells. Deep sequencing transcriptomics of activated Rb^Lo^Tem cells versus CD45Rb^Hi^ T naïve cells identified potential soluble mediators, and antibody-mediated neutralization experiments suggested that both IL-2 and IL-4 were necessary for IL-10 induction in Tregs. Supplementation of Treg media with recombinant IL-2 and IL-4 confirmed this *in vitro*, while the use of IL-4-deficient Rb^Lo^Tem cells showed a lack of protective efficacy in a model of pulmonary inflammation when compared to WT cells. These results reveal an intrinsic IL-2 and IL-4-dependent T cell crosstalk network connecting the suppressive capacity of Rb^Lo^Tem cells with canonical FoxP3^+^ Tregs, which could potentially be harnessed for the treatment of inflammation-mediated diseases.

## Materials and methods

### Mice

C57BL/6 (Stock #000664), IL-10-eGFP (B6.129S6-Il10^*tm1Flv*^/J, Stock #008379), IL-10-null (B6.129P2-*Il10*^*tm1Cgn*^/J, Stock #002251), FoxP3-RFP (C57BL/6-FoxP3^tm1Flv^/J), and IL-4-knockout (B6.129P2-*Il4*^*tm1Cgn*^/J) mice, all on the C57BL/6 background, were purchased from the Jackson Laboratory (Bar Harbor, ME). FoxP3-eGFP animals were a kind gift of Drs. Rudensky and Letterio. Mice were fed standard chow (Purina 5010) on a 12-hour light/dark cycle in a specific pathogen free facility. Enrichment and privacy provided in mating cages by ‘love shacks’ (Bio Serv 53352–400). Mouse studies, and all animal housing at Case Western Reserve University were approved by and performed according to the guidelines established by the Institutional Animal Care and Use Committee of CWRU.

### Primary splenic T cells

Primary splenocytes were isolated from freshly harvested spleens, and reduced to a single cell suspension by passing them through a sterile 100μM nylon mesh cell strainer (Fisher Scientific, Hampton, NH). For splenic T cell enrichment, single cell suspensions were labeled with anti-mouse CD4 magnetic microbeads, or alternatively negatively selected to yield untouched CD4 cells, and positively selected for CD25 by a mouse regulatory T cell isolation kit (Miltenyi Biotec, San Diego, CA), and separated with an AutoMACS Pro Separator (Miltenyi Biotec, San Diego, CA), per manufacturer’s instructions.

### Pulmonary inflammation and adoptive transfer

#### HDM model

Mice were challenged with house dust mite antigen (HDM, *D*. *Farinae*, GREER, Lenoir, NC) by intranasal delivery of 20μg HDM/dose in PBS on days 0–4 and 7–11 and sacrificed on day 14 [16]. For adoptive transfer, 60,000 Rb^Lo^Tem cells were harvested by FACS from FoxP3-eGFP reporter mice and i.v. injected on day 6. Animals were anesthetized with 3% isoflurane (Baxter) with an anesthesia system (VetEquip, Livermore, CA) for intranasal administration. Euthanasia, BALf recovery, and lung tissue preparation was performed as previously reported [10, 12]. BALf automated differentials were acquired by a HemaVet 950 Hematology Analyzer.

### Flow cytometry and cell sorting

For splenic T cell sorting, magnetic bead-mediated positively selected CD4^+^ cells were stained with combinations of antibodies (0.5μg/mL per) to CD62L-PE (BioLegend, San Diego, CA) or CD62L-BB515 (BD Bioscience), CD44-APC (BioLegend, San Diego, CA), CD45Rb-APC/Cy7 (BioLegend, San Diego, CA), CD124 (1μg/mL, BD Biosciences, San Jose, CA), and CD25-BV421 (BD Biosciences, San Jose, CA). For Tregs, FoxP3-RFP reporter signal was used for FACS. Cells were washed twice in MACS buffer (Miltenyi Biotec, San Diego, CA) before sterile cell sorting using a FACSAria (BD Biosciences, San Jose, CA) with the support of the Cytometry & Imaging Microscopy Core Facility of the Case Comprehensive Cancer Center. Analysis of all FACS data was performed using FlowJo v10 (Tree Star, Inc., Ashland, OR).

### Cell culture

After flow sorting, cells were cultured in 96-well plates (Corning, Corning, NY) at 50,000 cells per type per well in advanced RPMI (Gibco/Fisher Scientific, Waltham, MA) supplemented with 5% Australian-produced heat-inactivated fetal bovine serum, 55μM β-mercaptoethanol, 100U/mL and 100μg/mL Penicillin/Streptomycin, and 0.2mM L-glutamine (Gibco/Fisher Scientific, Waltham, MA) at 5% CO_2_, 37°C. For activating conditions, wells were coated with αCD3ε (eBioscience, San Diego, CA) at 2.5μg/mL in PBS then incubated at 37°C for 4 hours followed by two washes with PBS before receiving cells. For fixation studies, indicated cell types were resuspended in 2% paraformaldehyde in PBS for 10 minutes on ice. Cells were washed twice in PBS before being co-cultured with live CD4^+^FoxP3^+^ cells. All co-culture experiments were performed at 1:1 cell ratios, except for the experiments in Fig 1C, which were performed by maintaining constant Tconv cell numbers (50k) and altering the number of Tregs relative to the 50k Tconv, as indicated.

**Fig 1:**
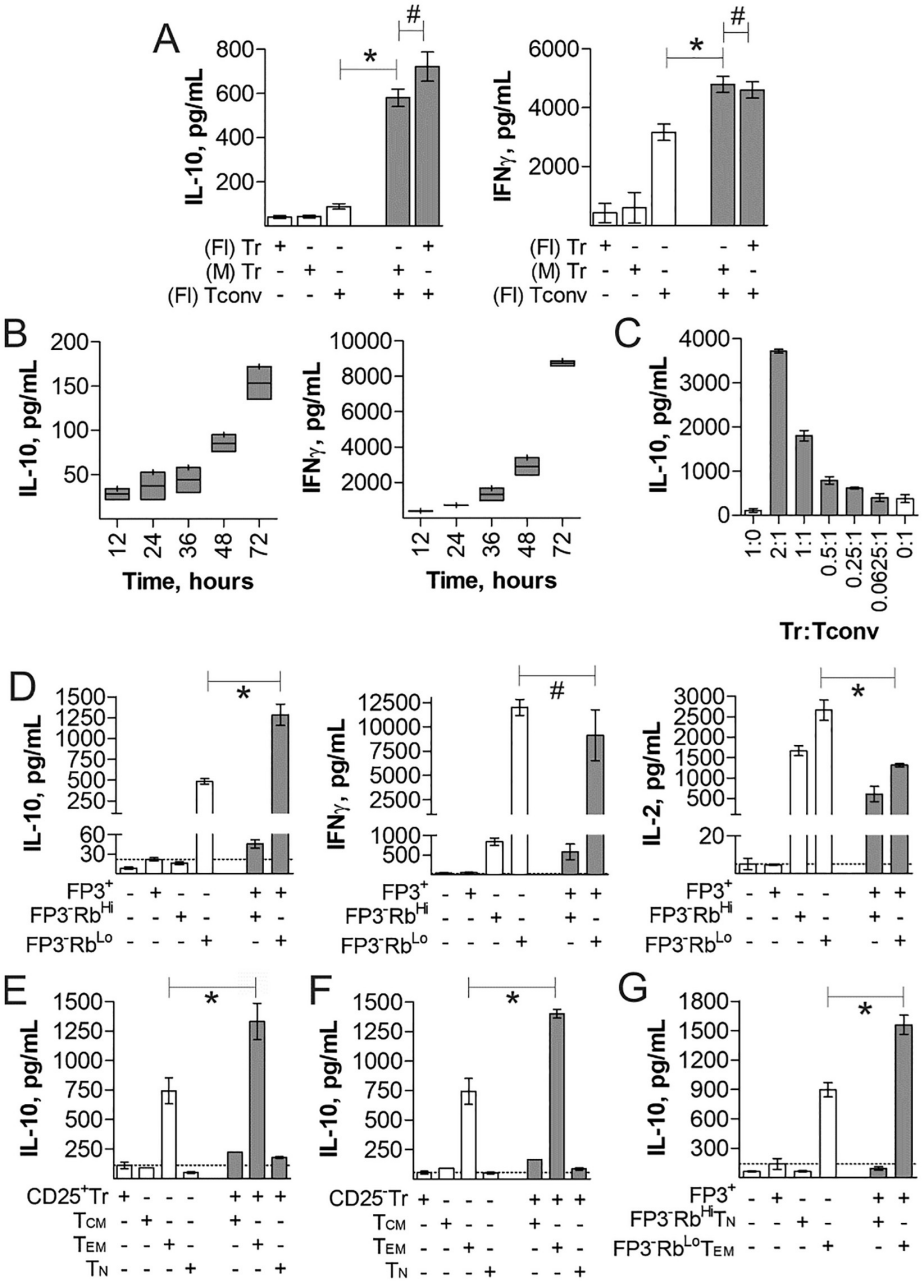
IL-10 production by Tregs is synergistically enhanced by CD4^+^FoxP3^-^CD45Rb^Lo^CD44^+^CD62L^-^ T cells. Tregs and various CD4^+^ T cell subsets were cultured *in vitro* with plate-bound anti-CD3ε antibody for 3 days, unless otherwise specified, to measure their cytokine responses by ELISA. (A) Comparison of mono- and co-cultures of magnetic bead purified (M) CD4^+^ Tconv and CD4^+^CD25^+^ Tr cells vs. flow sorted (Fl) CD4^+^CD25^+^ Tr cells. (B) Time course of cytokine production from co-cultures of flow-sorted Tconv and CD25^+^ Tregs. (C) Co-cultures of flow-sorted 50k Tconv and varied Tregs at indicated ratios. (D) 1:1 Cultures of flow sorted CD4^+^FoxP3^+^ Tregs and CD4^+^FoxP3^-^CD45Rb^Hi/Lo^ cells, showing IL-10, IFNγ, and IL-2 production by ELISA. (E) 1:1 cultures of CD4^+^CD25^+^FoxP3^+^ Tregs and CD4^+^CD25^-^FoxP3^-^CD62L^+^CD44^+^ (Tcm), CD4^+^CD25^-^FoxP3^-^CD62L^-^CD44^+^ (Tem), and CD4^+^CD25^-^FoxP3^-^CD62L^+^CD44^-^ (Tn) cells. (F) 1:1 cultures of CD4^+^CD25^-^FoxP3^+^ Tregs and Tcm, Tem, or Tn cells. (G) 1:1 cultures of CD4^+^FoxP3^+^ Tregs and CD4^+^FoxP3^-^CD45Rb^Lo^CD62L^-^CD44^+^ (Rb^Lo^Tem) or CD4^+^FoxP3^-^ CD45Rb^Hi^CD62L^+^CD44^-^ (Rb^Hi^Tn) cells. * = p<0.05; # = p>0.05. P value calculated from Student’s T-Test. Error bars show mean with SEM. For A-B and D-F, n = 3 experiments. For C, n = 6 experiments. For G, n = 4 experiments.

### ELISA, blocking, supplementation and Luminex

Cytokine levels were analyzed by standard sandwich ELISA performed as per manufacturer’s instructions (BioLegend, San Diego, CA), modified to utilize europium-conjugated streptavidin (Perkin-Elmer), and detected with a Victor V3 plate reader (Perkin Elmer, San Jose, CA). Blocking experiments utilized antibodies to IFNγ (10μg/mL, BioLegend, San Diego, CA), IL-21 (10μg/mL, eBioscience, San Diego, CA), IL-22 (10μg/mL, eBioscience), CSF2 (10μg/mL, eBioscience), IL-9 (1μg/mL, eBioscience), IL-13 (2μg/mL, eBioscience), IL-4 (1μg/mL, eBioscience), IL-24 (2μg/mL, eBioscience), IL-3 (1μg/mL, eBioscience), Neuropilin-1 (1μg/mL, R&D Systems, Minneapolis, MN), CD124 (1μg/mL, BD Biosciences, San Jose, CA), and corresponding isotype controls IgG1 and IgG2a (BioLegend, San Diego, CA). For CD124 blocking experiments, indicated cell types were incubated with 1μg/mL αCD124 at 4°C for 15 minutes, washed twice with PBS, then combined into co-culture. Supplementation assays were performed with recombinant mouse IL-2 and IL-4 (R&D Systems, Minneapolis, MN) at the indicated concentrations. For Luminex assays, media from indicated cultured populations were snap frozen in liquid nitrogen and sent to Eve Technologies (Calgary, Ontario, Canada) for mouse 32-plex and TGFβ 3-plex analysis.

### RNAseq and analysis

For RNA quantitation, CD4^+^FoxP3^+^ (Treg), CD4^+^FoxP3^-^CD45Rb^Hi^CD62^Hi^CD44^Lo^ (Rb^Hi^Tn), CD4^+^FoxP3^-^CD45Rb^Lo^CD62L^Lo^CD44^Hi^ (Rb^Lo^Tem) cells were flow sorted as above, pelleted and snap frozen in liquid nitrogen. RNA extraction and RNAseq was performed at Ambry Genetics. Initial processing of the data was performed by using the trimmomatic [17] program to trim the poor quality reads, and fastQC to investigate read quality. TopHat [18] was used to align the reads to the “mm10” genome guided by the Gencode vm4 [19] annotations. To count the number of reads aligning to each feature in Gencode vm4, we used htseq-count [20]. RPKM values were calculated in R, and the differential expression analysis between “Hi” and “Lo” samples was performed using the negative binomial test implemented in DEseq2 [21].

### Histology and microscopy

Tissues were blocked, sectioned, and stained with H&E by the Case Western Reserve University Tissue Procurement and Histology Core Facility, and at AML Laboratories, Inc. (Jacksonville, FL). Unstained sections were stained with rat-anti-EpCAM-AF488 (eBioscience, San Diego, CA) or rat-anti-EpCAM-AF594 (BioLegend, San Diego, CA) at 6μg/mL, and rabbit-anti-myeloperoxidase (1:100, Abcam, Cambridge, MA) then either anti-rabbit-APC (Thermo/Fisher, Waltham, MA) or anti-rabbit-AF488 (Jackson ImmunoResearch, West Grove, PA) at 1:1000. Confocal analysis and imaging was performed on a Leica SP5 confocal microscope; H&E images were acquired with a Leica DM IL LED.

### Clinical scoring

Scoring of H&E-stained lung tissues was performed by Dr. Cobb in a blinded fashion based on the rubric shown in Table 1, with a maximum score of 9 characterized by severe airway epithelial hyperplasia and large numbers of infiltrating cells disseminated throughout the tissue.

**Table 1:** Lung inflammation clinical score rubric.

Parameter	Score	Description
Hyperplasia	0	None
	1	Not more than 2 bronchi with mild to moderate epithelial hyperplasia
	2	Many bronchi with moderate hyperplasia
	3	Most bronchi with moderate to severe hyperplasia
Infiltration	0	None
	1	Small numbers of infiltrating immune cells (undifferentiated)
	2	Moderate numbers of infiltrating immune cells
	3	High numbers of infiltrating immune cells
Localization	0	Infiltrating cells limited to one or two bronchi
	1	Infiltrating cells seen around a plurality of bronchi
	2	Infiltrating cells seen around all bronchi and some dissemination in the alveolar space
	3	Infiltrating cells throughout the tissue

H&E stained lung sections were scored for epithelial cell hyperplasia, infiltration of immune cells, and localization of immune cells on a zero to 3 scale for each parameter. Final clinical scores were the sum of each parameter for each tissue.

### Data analyses

All data are represented by mean ± SEM from at least 3 independent experiments, with the exception of the RNAseq, which was performed in duplicate for each subset. Pulmonary inflammation data sets include a minimum of four, but more commonly six animals per group per experiment. Data and statistical measurements were generated with GraphPad Prism (v5.0). For comparisons between two groups, Student’s *t*-test was used; comparisons between multiple groups utilized analysis of variance.

## Results

### Rb^Lo^Tem cells induce IL-10 in FoxP3^+^ Tregs

Our previous studies revealed that conventional CD4^+^ T cells activated by the polysaccharide PSA from the capsule of *Bacteroides fragilis* can influence FoxP3^+^ Tregs to produce IL-10 through an unknown pathway [10, 12]. Here, we investigated the ability of CD4^+^ T cells to influence Tregs and their production of IL-10 in the absence of PSA. CD4^+^CD25^+^ Tregs and CD4^+^CD25^-^ Tconv cells were isolated from WT mice using either magnetic beads (M) or sterile flow sorting (Fl), and stimulated with anti-CD3ε antibody alone or in co-culture for different amounts of time. Despite having not been previously exposed to PSA, we found that when cultured together, Tregs and Tconv cells synergistically produced IL-10 at 72 hours, while IFNγ production was simply additive (Fig 1A and 1B). Moreover, variations of the ratio of Treg:Tconv demonstrates that the amount of IL-10 is proportional to the number of Tregs, not the number of Tconv cells (Fig 1C).

PSA exposure expands a CD4^+^FoxP3^-^CD45Rb^Lo^ T cell population in both humans [15] and mice [10, 11], and this population was found to induce IL-10 production by lung-localized FoxP3^+^ Tregs [12]. We therefore isolated CD4^+^FoxP3^-^CD45Rb^Lo^ (FoxP3^-^Rb^Lo^), CD4^+^FoxP3^-^CD45Rb^Hi^ (FoxP3^-^Rb^Hi^), and CD4^+^FoxP3^+^ Tregs (FoxP3^+^) from PSA-naïve FoxP3-eGFP reporter mice and stimulated them as before with anti-CD3ε. We found that while the FoxP3^-^Rb^Lo^ subset produced some IL-10 alone, the IL-10 concentration was increased over 2 fold in co-culture with FoxP3^+^ cells on day 3 (Fig 1D). IFNγ trended down but was not significant while IL-2 was significantly reduced in co-culture (Fig 1D). Importantly, the FoxP3^-^Rb^Hi^ population, despite their ability to produce IL-2, did not induce significant IL-10 secretion *in vitro*.

To further clarify the identification of T cells responsible for communicating with FoxP3^+^ Tregs, CD4^+^FoxP3^+^ Tregs with or without CD25, CD4^+^ naïve (Tn; CD62L^+^CD44^-^), effector memory (Tem; CD62L^-^CD44^+^) and central memory (Tcm; CD62L^+^CD44^+^) T cells from FoxP3-eGFP mice were isolated and stimulated as before in various combinations. Tem cells were the only subset to produce IL-10 alone, and the only ones to synergistically induce IL-10 in co-culture with Tregs (Fig 1E and 1F), suggesting that the T cell subset responsible for the Treg IL-10 effect is antigen experienced and are most likely CD4^+^FoxP3^-^CD62L^-^CD44^+^CD45Rb^Lo^ (Rb^Lo^Tem) cells. The presence (Fig 1E) or absence (Fig 1F) of the IL-2Rα (CD25) on the Treg population (see S1 Fig for the gating strategy) did not have an impact on the synergistic interaction between these cells. Finally, we isolated Rb^Lo^Tem and CD4^+^FoxP3^-^CD62L^+^CD44^-^CD45Rb^Hi^ (Rb^Hi^Tn) T cells (see S2 Fig for the gating strategy) and compared their ability to induce IL-10 synergy with FoxP3^+^ Tregs. Only the Rb^Lo^Tem cells produced IL-10 alone and synergistically with FoxP3^+^ Tregs (Fig 1G). These findings align the identity of the cells capable of stimulating IL-10 production in Tregs with those which are selectively expanded by PSA [10–12]. More importantly, the data demonstrate that Rb^Lo^Tem cell communication with Tregs is independent of PSA, and is therefore an intrinsic property of this regulatory T cell subset.

### IL-10 synergy is unique among common cytokines

Although IL-10 is necessary for Rb^Lo^Tem cell-mediated immune suppression [10, 12], we performed multiplex Luminex analysis in order to identify other important cytokines and chemokines. We found that IL-10 was the only cytokine tested that displayed synergistic increases when Rb^Lo^Tem and FoxP3^+^ Tregs were in co-culture (Fig 2A). Two other cytokines closely aligned with immune regulation, TGFβ1 and TGFβ2, were significantly down-regulated in co-culture compared to the combined production of each cell population in isolation (Fig 2A). All other cytokines and chemokines fell into two categories–reduced in co-culture (Fig 2B) or unchanged in co-culture (Fig 2C). Notable molecules with robust decreases included IL-5, IL-6, IL-13, TNFα, and GM-CSF (Fig 2B), while a notable unchanged molecule was IL-4 (Fig 2C).

**Fig 2:**
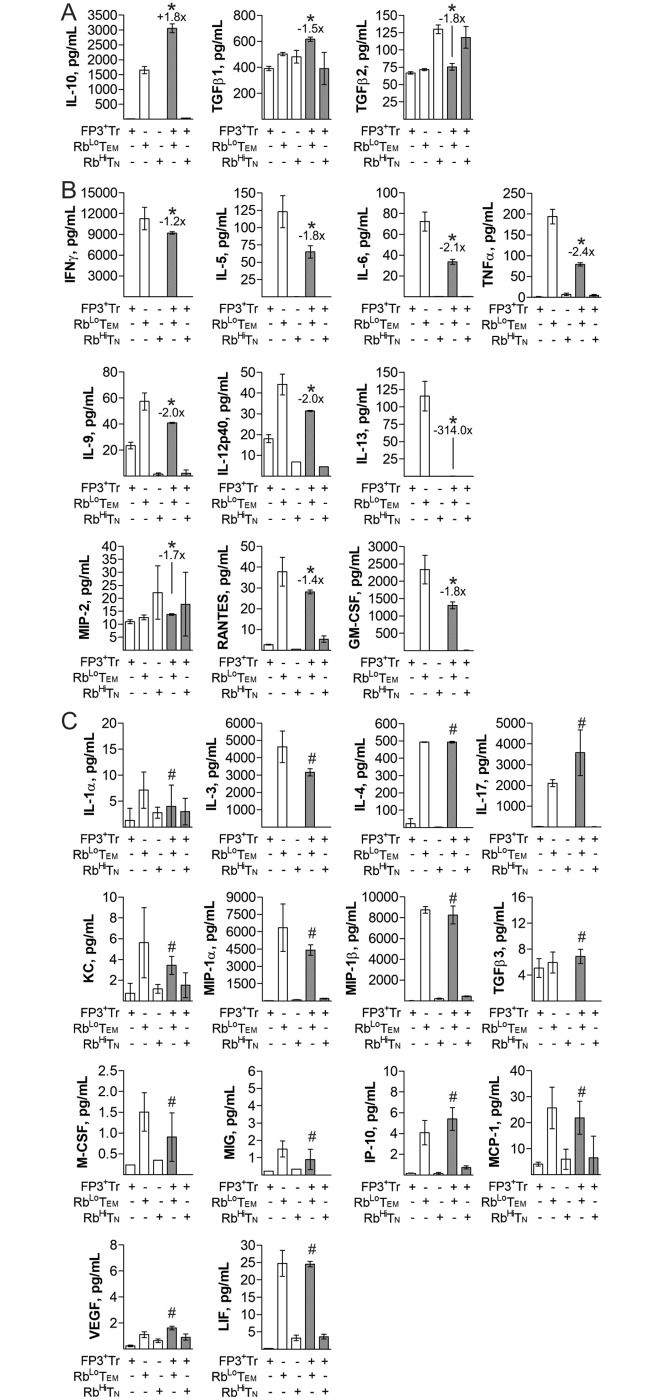
Cytokine synergy of Rb^Lo^Tem and FoxP3^+^ Tregs is limited to IL-10. Rb^Lo^Tem and Rb^Hi^Tn cells were stimulated alone or in co-culture as before for 3 days to determine cytokine and chemokine secretion in relation to the mRNA transcriptomes using multiple Luminex. Statistical comparisons were made based on differences between the sum of the FoxP3^+^ Treg and Rb^Lo^Tem individual responses and the corresponding co-culture. Shown are immune regulation-associated proteins with significant change in co-culture (A), other cytokine and chemokines with statistically significant differences in co-culture (B), and molecules not significantly different in co-culture (C). * = p<0.05; # = p>0.05. P value calculated from Student’s T-Test. Error bars show mean with SEM. n = 3 experiments for all panels.

### IL-10 synergy depends on a soluble mediator

Our data suggested that Rb^Lo^Tem cells communicate with FoxP3^+^ Tregs to synergistically produce IL-10 (Figs 1 and 2). To confirm that the increase in IL-10 originated from FoxP3^+^ Tregs in these experiments, we cultured Tregs and Rb^Lo^Tem cells alone or together as before, only using Rb^Lo^Tem cells from IL-10-knockout (IL-10ko) mice. ELISA of IL-10 showed that FoxP3^+^ Tregs produce almost no IL-10 when cultured alone, but the inclusion of IL-10ko Rb^Lo^Tem cells dramatically increased IL-10 concentration (Fig 3A). These data show that the Rb^Lo^Tem cells induce FoxP3^+^ Tregs to produce IL-10.

**Fig 3:**
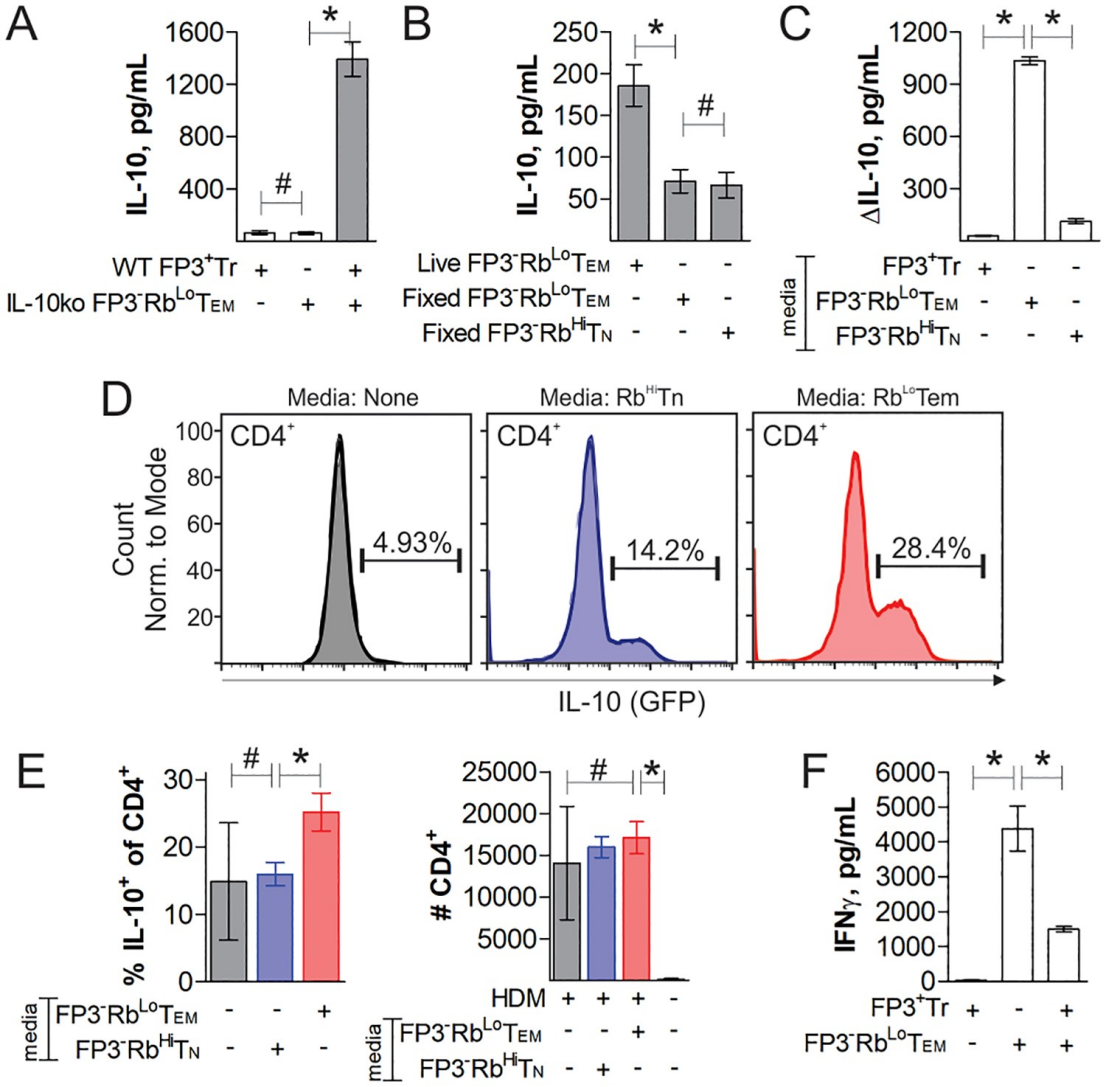
T cell synergy is mediated by a soluble factor. Cells were flow sorted, stimulated with anti-CD3ε antibody for 3 days, and treated as indicated. ELISA measurements of IL-10 concentration in culture supernatant from FoxP3^+^ Tregs co-cultured with IL-10-knockout Rb^Lo^Tem (A), fixed Rb^Lo^Tem or Rb^Hi^Tn cells (B) or the change in IL-10 in the supernatant from cultured FoxP3^+^ Tregs supplemented with conditioned media from Rb^Lo^Tem, Rb^Hi^Tn or FoxP3^+^ Tregs stimulated previously for 3 days as before (C). Conditioned media from activated Rb^Lo^Tem or Rb^Hi^Tn cells were administered to HDM-challenged IL-10-GFP reporter mice intranasally and compared to resting and HDM-challenged mice without conditioned media. Mice were sacrificed and the BALf was analyzed by flow cytometry, showing percent IL-10^+^ among CD4^+^ cells in representative histograms (D) as well as replicates and the total CD4^+^ cell counts (E). ELISA measurements of IFNγ concentration in culture supernatants from FoxP3^+^ Tregs, WT Rb^Lo^Tem, or both cells in co-culture with anti-CD3ε stimulation for 4 days (F). * = p<0.05; # = p>0.05. P value calculated from Student’s T-Test. Error bars show mean with SEM. For A-C, n = 3 to 6 experiments. For E-F, n = 3 experiments.

In order to determine the contact dependence of this communication, we measured FoxP3^+^ Treg IL-10 output *in vitro* after co-culturing with either paraformaldehyde-fixed Rb^Lo^Tem or Rb^Hi^Tn cells, or by supplementation of FoxP3^+^ Treg media with conditioned media from stimulated Rb^Lo^Tem or Rb^Hi^Tn cells. We found that fixation of the Rb^Lo^Tem cells eliminated the synergy (Fig 3B), while Rb^Lo^Tem-conditioned media was able to robustly induce IL-10 production in live FoxP3^+^ Tregs (Fig 3C). In addition, neutralizing antibody blockade of the Sema4-Neuropilin cell contact pathway reported to promote Treg activity [22] also did not reduce the synergistic production of IL-10 (S3 Fig). These data suggest that Rb^Lo^Tem cells communicate with Tregs via a soluble mediator(s).

To confirm that conditioned media from Rb^Lo^Tem cells also lead to IL-10 production *in vivo*, we induced pulmonary inflammation in IL-10-GFP reporter mice using lung house dust mite antigen (HDM) challenges and then intranasally administered conditioned media from either Rb^Lo^Tem or Rb^Hi^Tn cells, with untreated HDM mice and resting mice as controls. As seen *in vitro* (Fig 3C), we found that Rb^Lo^Tem but not Rb^Hi^Tn conditioned media significantly increased the percentage of IL-10-producing CD4^+^ T cells in the airway compared to untreated HDM-inflamed mice (Fig 3D and 3E). Although resting mice had too few CD4^+^ T cells for robust analysis of their IL-10 expression pattern, there was no difference in the total number of CD4^+^ T cells in all HDM-challenged mice (Fig 3E). Thus, a soluble mediator(s) produced by Rb^Lo^Tem but not Rb^Hi^Tn cells can induce IL-10 in FoxP3^+^ Tregs *in vitro* and in recipient lung CD4^+^ T cells *in vivo*.

Treg suppressive activity was measured in co-cultures of WT FoxP3^+^ Tregs and WT Rb^Lo^Tem cells for 4 days with anti-CD3ε antibody stimulation. The presence of FoxP3^+^ Tregs significantly reduced the activation state of the Rb^Lo^Tem cells, as measured by IFNγ ELISA, supporting the conclusion that the Tregs are active and suppressive (Fig 3F).

#### The Rb^Lo^Tem transcriptome

In order to identify the mediator(s), we compared the transcriptomes of anti-CD3ε activated Rb^Lo^Tem and Rb^Hi^Tn cells by mRNA deep sequencing (RNAseq). 

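The experiment compared 2 libraries of Rb LoTem cells with 2 libraries of Rb HiTn cells, both sorted as CD4+ T cells from mouse spleen. Rb LoTem cells are the CD45Rb Lo CD44 Hi CD62L Lo effector/memory subset and Rb HiTn cells the CD45Rb Hi CD44 Lo CD62L Hi naive subset, both lacking FoxP3. The cells were stimulated for 3 days (72 h in the sample labels) on plate-bound anti-CD3ε antibody, which engages the T cell receptor complex. The paper gives the antibody as 2.5 μg/mL and the sample labels as 2 μg. In each subset 1 library carries the suffix o in its label, whose meaning is not given in the sources used here. Nothing says that the 2 libraries of a subset came from separate cultures or animals, so the p-values measure only the spread between these libraries, which may be technical.

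The deposited files give, for each library, reads per gene model and RPKM, that is reads per kb of exon and per 1000000 reads. The 38588 gene models in each file carry human symbols and human positions, although the cells were from mice, and the genome build is not named in the files. The paper's methods describe alignment with TopHat to mm10 with Gencode vM4 annotation and counting with htseq-count, and the values below come from the human gene models of the files. Mouse transcripts that differ from the human sequence can therefore have few or no reads, and 0 reads on a model does not show that the mouse gene was silent. The B2M and CD3D models, whose genes T cells transcribe at high level, had 0 reads in all 4 libraries. Gene symbols are given here as the files give them.

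Reads within genes numbered 6514106 and 4192083 in the Rb HiTn libraries without and with the suffix o, and 4673858 and 6431991 in the Rb LoTem libraries. Of these, 5858942, 3795660, 4258720 and 5873287 lay in exons. The share of exon reads that matched a single place lay between 89.8% and 90.5%. Exon reads were tested with edgeR's quasi-likelihood test after TMM normalization, over 6539 gene models left by edgeR's filter on low counts. Replicate libraries differed from each other by more than sampling noise, with a chi-square per degree of freedom of 2.13 in both subsets. Between the subsets it was 32.7 for the libraries without the suffix and 29.0 for those with it.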

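PENK, which encodes the precursor of the enkephalin opioid peptides, was at an RPKM of 77.0 ± 7.61 in Rb LoTem cells and 0.624 ± 0.191 in Rb HiTn cells (SD, n = 2 libraries each). Its log2 fold change was 7.01 (standard error 0.15, adjusted p = 7.3e-27 from edgeR), and its model lies on human chromosome 8 from 57349233 to 57359293 in the files. Standard errors of log2 fold changes are derived here from edgeR's F value and can be too small where a subset had few reads. For PENK the ratio of reads was 131, and its 95% counting interval of 86.6 to 210 is wider than the standard error implies. PRDM1, the gene of the transcription factor Blimp-1, had 228 reads in Rb LoTem cells and 3 in Rb HiTn cells, a ratio of 73.6 (95% counting interval 24.9 to 359). At the other end, CD79A, a B cell receptor subunit gene, had 55 reads in Rb HiTn cells and 0 in Rb LoTem cells, at least 18.9-fold lower against a floor of 3 reads over the group. MEF2C, a transcription factor gene, was 160-fold lower in Rb LoTem cells (counting interval 62.2 to 589).

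C12orf68, a placeholder name for an open reading frame, had 72 reads in Rb LoTem cells and 0 in Rb HiTn cells, at least 23.2-fold higher. The other largest increases among genes with mean RPKM above 2 in Rb LoTem cells were for TTBK1, AJUBA, RAI14, OSR2, PLCD1, SYTL3, RND3 and INHBA. TTBK1, a kinase gene, had 158 reads in Rb LoTem cells and 0 in Rb HiTn cells, at least 51.0-fold higher. PLCD1, a phospholipase C gene, had 203 reads against 2, a ratio of 98.3 (counting interval 26.9 to 817). SYTL3, which encodes a synaptotagmin-like protein, had a log2 fold change of 5.75 (standard error 0.28). INHBA encodes the subunit of activin A, and only 18.6% of its reads matched a single place. Large decreases were also found for RASGRP3, BCL11A, ID3, NSG2, HLA-DQA1, BEND5 and TRIB2. CD79A and HLA-DQA1 are on the lists of B cell and dendritic cell markers described below. Whether these decreases, or that of MEF2C, come from other cells among the sorted Rb HiTn cells was not tested. The log2 fold change of NSG2 was -5.75 (standard error 0.28), and HLA-DQA1, an MHC class II gene, was 55.6-fold lower (counting interval 23.5 to 173).

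In total 1592 genes were higher and 1545 lower in Rb LoTem cells at an adjusted p under 0.05 from edgeR, of 6539 tested. By DESeq2, the tool the paper names, 1116 were higher and 991 lower. At a log2 fold change of at least 1 in size, 462 of the genes called by edgeR were higher and 467 lower. Counting intervals cover counting error only.

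**Figure D1:**
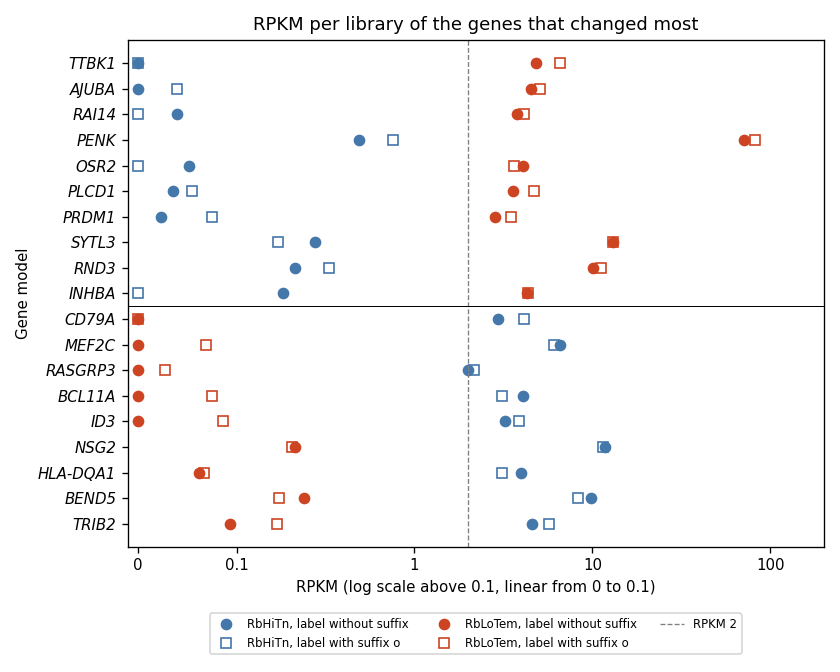
RPKM with 1 point per library, on an axis that is linear up to 0.1 and logarithmic above. Above the line are the 10 genes with the largest increase among those with a mean RPKM above 2 in Rb LoTem cells, apart from C12orf68. Below it are genes with large decreases in Rb LoTem cells. In Rb LoTem cells PENK was at 71.6 and 82.3, and CD79A was at 0 in both libraries.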

We arranged the change in copy number by the ratio of Rb^Lo^Tem to Rb^Hi^Tn RPKM values because we predicted that the mediator must be significantly up-regulated in the Rb^Lo^Tem population relative to the Rb^Hi^Tn population. Lead candidates were robustly transcribed (RPKM > 2), at least 16-fold greater in Rb^Lo^Tem over Rb^Hi^Tn cells, and known to be secreted (*i*.*e*., non-membrane proteins; not found in the nucleus or cytoplasm). This analysis revealed a list of highly up-regulated genes which might account for the activity of these cells, including IFNγ, IL-4, IL-22 and others (Fig 4).

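By the RPKM and fold limits alone, 25 genes passed in these files, with a mean RPKM above 2 in Rb LoTem cells and at least 16 times the mean of Rb HiTn cells. On a list of 160 cytokine, chemokine, growth factor and other secreted protein genes, 3 passed, which were PENK, LGALS3 and INHBA. The list was not filtered by the paper's exclusion of membrane, nuclear and cytoplasmic proteins. It holds SEMA4A, for example, which the paper describes at the cell surface, so these 3 need not meet the paper's full rule. LGALS3 encodes galectin-3, a galactoside-binding lectin, and was at an RPKM of 19.7 ± 1.05 in Rb LoTem cells and 0.649 ± 0.353 in Rb HiTn cells (SD, n = 2 each). INHBA was at 4.33 ± 0.012 in Rb LoTem cells, and with uniquely matching reads alone it no longer passed. The other 22 included genes of the transcription factors MAF, ATF3, PPARG, PRDM1, HIC1 and OSR2, the calcium-binding protein gene S100A4 and the receptor genes EPHA3, PTPRK and LPAR3.

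MAF, which takes part in IL-4 and IL-10 transcription in T cells, was at an RPKM of 17.7 ± 0.897 in Rb LoTem cells and 0.599 ± 0.184 in Rb HiTn cells, a log2 fold change of 4.96 (standard error 0.15, adjusted p = 1.0e-22 from edgeR). All 25 genes were called higher by edgeR. Of the 160 listed genes, 107 had a model in the files, 34 had any read and 8 had a mean RPKM above 2 in Rb LoTem cells. With 0.1 RPKM added to both means, 16 genes passed, and with 1 RPKM added only PENK did. With an RPKM limit of 1 the count was 42 and with a limit of 5 it was 9.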

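IL10, the gene of the cytokine that the study follows, had 2 and 6 reads in the Rb LoTem libraries and 0 in both Rb HiTn libraries. This is 2.58-fold higher in Rb LoTem cells against a floor of 3 reads over the group. IL22 had 3 reads in each Rb LoTem library and 0 in the Rb HiTn libraries, 1.94-fold higher against the same floor. Both values take the few reads in Rb LoTem cells as exact, so they are not confidence limits. IL24 had 1 read in a single Rb LoTem library. IL4, IL13, IL21 and IL17F had 0 reads in all 4 libraries, so no ratio can be given for them, and IFNG, IL3, CSF2 and IL9 were not among the gene models used here.

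Mean RPKM in Rb LoTem cells was 1.13 ± 0.594 for IL10, 0.483 ± 0.108 for IL22 and 0.039 ± 0.056 for IL24 (SD, n = 2 libraries). In the files the IL4 model lies on human chromosome 5 from 132009678 to 132018368, IL10 on chromosome 1 from 206942040 to 206944544 and IL22 on chromosome 12 from 68642025 to 68647281. None of the 7 models of Fig. 4 genes in the files passed the filter on low counts. Without the filter, IL10 had an adjusted p of 0.049 and IL22 of 0.12 from edgeR. That fit gives far smaller p-values than the main test, so they cannot be compared. For CCR7 the adjusted p from edgeR was 2.1e-18 with the filter and 5.5e-105 without it. Since 0 reads on a human model can come from sequence differences, these files do not show whether IL4, IL13, IL21 or IL17F were transcribed in either subset. The list of Fig. 4 was chosen by the study on these samples, so values for it are not independent evidence.

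From the RPKM ratios, the abundance limit and the restriction to secreted proteins, the paper arrives at a list of up-regulated genes, and it proposes that these might account for the activity of Rb LoTem cells. It reports that its antibody neutralization experiments in co-culture followed from these data.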

**Fig 4:**
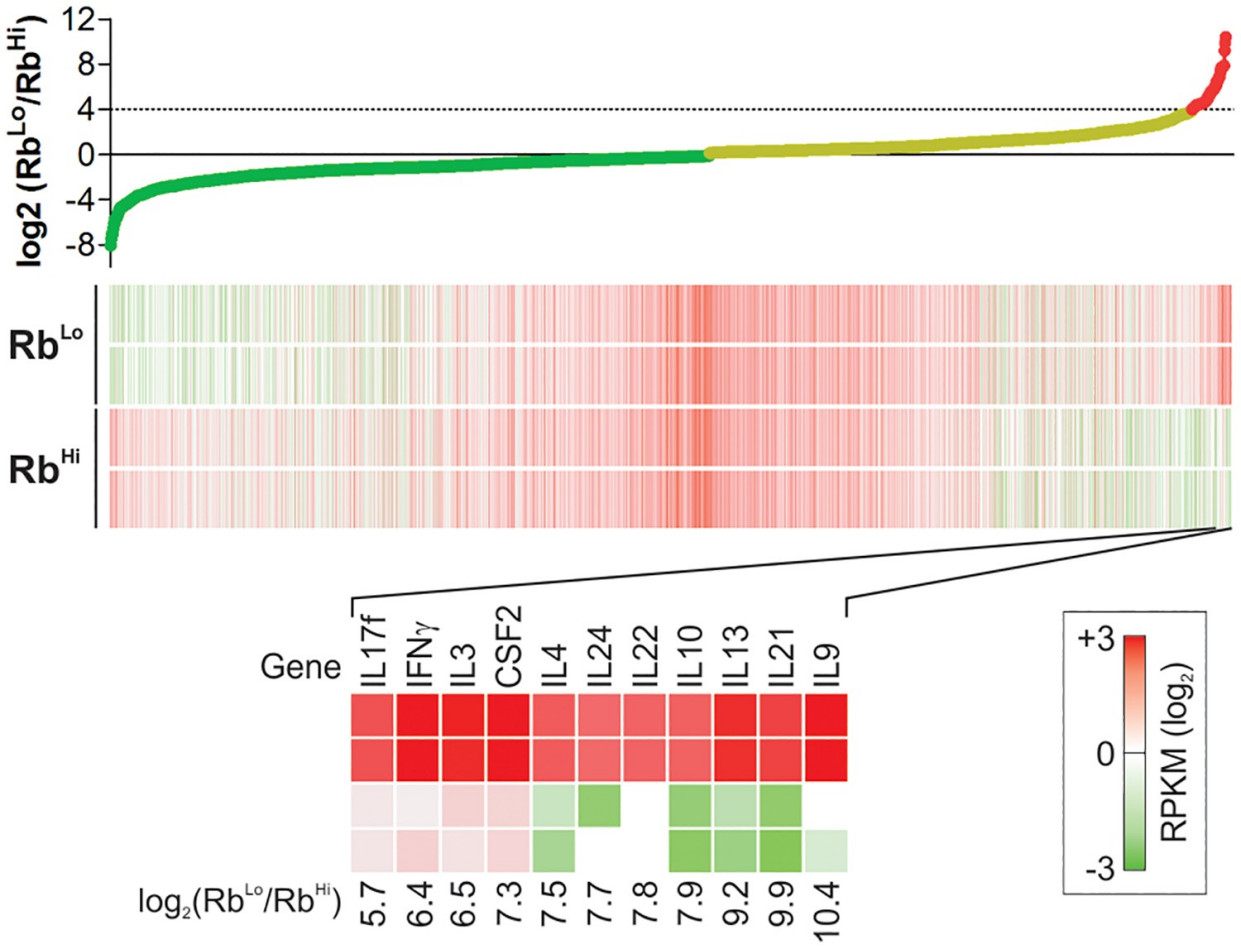
Rb^Lo^Tem and Rb^Hi^Tn transcriptomes reveal potential crosstalk mediators. Rb^Lo^Tem and Rb^Hi^Tn cells were stimulated alone as before for 3 days, and RNA was isolated for deep sequencing and whole transcriptome analysis. Genes were arranged according to the log2 of the Rb^Lo^Tem to Rb^Hi^Tn ratio of expression, using the calculated RPKM values. Candidates were narrowed by excluding all membrane proteins, proteins known to exist only in the nucleus or cytoplasm, and those showing at least 16-fold increase in Rb^Lo^Tem cells compared to Rb^Hi^Tn cells. n = 2 per cell type.

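CCR7, which was not used for the sort, encodes a chemokine receptor that brings naive T cells into lymph nodes and was at an RPKM of 38.9 ± 3.08 in Rb HiTn cells and 5.52 ± 0.88 in Rb LoTem cells (SD, n = 2), a log2 fold change of -2.84 (standard error 0.13, adjusted p = 2.1e-18 from edgeR). Genes of the surface markers used for the sort were measured in part. PTPRC, which encodes all forms of CD45, was lower in Rb LoTem cells with a log2 fold change of -0.53 (standard error 0.05). CD44 had a log2 fold change of 0.42 (standard error 0.22, adjusted p = 0.11 from edgeR), at 53 and 72 reads in Rb LoTem cells against 60 and 31 in Rb HiTn cells.

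CD3E, a subunit of the T cell receptor complex, had a log2 fold change of -0.93 (standard error 0.15). CD4 had between 1 and 4 reads per library, too few for the test, and FOXP3 and IL2RA were not among the gene models used here.

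Markers of B cells also differed between the subsets. Of 18 B cell markers 6 could be tested, and all 6 were lower in Rb LoTem cells by edgeR (6 adjusted over the list alone), among them CD79A, MS4A1, BLK and EBF1. The list test gave an adjusted p = 0.00034 from camera, and an adjusted p = 0.29 with an estimated correlation. EBF1, an early B cell transcription factor gene, had 82 and 45 reads in Rb HiTn cells and 8 and 12 in Rb LoTem cells. Of 17 dendritic cell markers, 4 of the 5 tested were lower and none higher in Rb LoTem cells (4 adjusted over the list alone, adjusted p = 0.00069 from camera, and adjusted p = 0.41 with an estimated correlation). These were the MHC class II genes HLA-DQA1 and HLA-DRB1, CD74 and IRF8, which B cells also express. Both tested monocyte and macrophage markers, SPI1 and CTSS, were lower in Rb LoTem cells (2 adjusted over the list alone), and 1 of them without the Rb HiTn library without the suffix. CTSS, the gene of cathepsin S, had a log2 fold change of -2.10 (standard error 0.31, adjusted p = 9.3e-07 from edgeR). By fry the adjusted p was 0.013 for the B cell list, 0.034 for the dendritic cell list and 0.036 for the sort marker list, which camera gave as 0.17.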

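Genes typical of effector and memory T cells were higher in Rb LoTem cells, and genes typical of naive T cells were lower. Of 15 tested effector and memory genes 13 were higher and none was lower, among them S100A4 and S100A6, which encode calcium-binding proteins, and LGALS3. S100A6 was at an RPKM of 182.6 ± 3.05 in Rb LoTem cells and 12.3 ± 1.33 in Rb HiTn cells (SD, n = 2), a log2 fold change of 3.92 (standard error 0.11, adjusted p = 7.9e-24 from edgeR). Of 14 tested naive and quiescent genes 12 were lower and SATB1 alone was higher. FOXP1 and TCF7, transcription factors of quiescent T cells, had log2 fold changes of -2.53 (standard error 0.08) and -1.93 (standard error 0.07). The B cell markers that were lower in Rb LoTem cells moved with the naive genes.

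Genes linked to T helper programs did not all go the same way. Of 21 listed Th17 genes 7 could be tested, and all 7 were higher. BATF, an AP-1 family factor, rose from an RPKM of 28.2 ± 0.255 to 202.5 ± 11.9. IRF4, a partner of BATF, had a log2 fold change of 1.68 (standard error 0.07). Of 24 listed Th2 genes 5 could be tested, and all 5 were higher, which were PLCD1, MAF, EPAS1, PPARG and GFI1. The cytokine models IL4, IL5, IL13, IL17A and IL17F on these lists had 0 reads. PPARG, a nuclear receptor gene, had a log2 fold change of 4.18 (standard error 0.33), and GFI1, a transcriptional repressor gene, of 1.65 (standard error 0.12). Of 7 tested genes of Tr1 and other IL-10-producing T cells, 6 were higher and EOMES, a T-box factor gene, was lower, with a log2 fold change of -4.40 (standard error 0.33). Among the 6, MAF is also on the Th2 list and BATF and IRF4 on the Th17 list, so these lists are not independent. CTLA4, also among the 6, was not called by DESeq2 (adjusted p = 0.14).

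Of 7 tested Th1 genes, HLX, BHLHE40, RUNX3 and STAT4 were higher and 3 were lower, which fell to 1 lower without the Rb LoTem library with the suffix o. The 3 tested Tfh genes, POU2AF1, TOX and BCL6, were lower, and B cells, whose markers were also lower, express POU2AF1 and BCL6. Of 7 tested Treg genes 4 were higher and 3 lower, with SWAP70 at a log2 fold change of -4.12 (standard error 0.15) and GPR83 at -2.76 (standard error 0.35).

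Counts adjusted over the list alone were equal to these for each of the 8 lists. By camera with a preset correlation of 0.01, adjusted over 24 lists, the effector and memory list had an adjusted p = 1.9e-17, naive 5.1e-17, Th2 1.6e-10, Th17 8.2e-10, Tr1 6.3e-08, Tfh 0.00033, Th1 0.10 and Treg 0.68. With an estimated correlation the adjusted p was 0.23 for the effector, naive and Th17 lists and 0.29 for the Th2, Tr1 and Tfh lists. By fry, which tests a list without comparing it with other genes, the adjusted p was 0.013 for the effector, naive and Th17 lists, 0.017 for the Th2, Tr1 and Tfh lists, 0.036 for Th1 (upward) and 0.031 for Treg (downward).

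**Figure D2:**
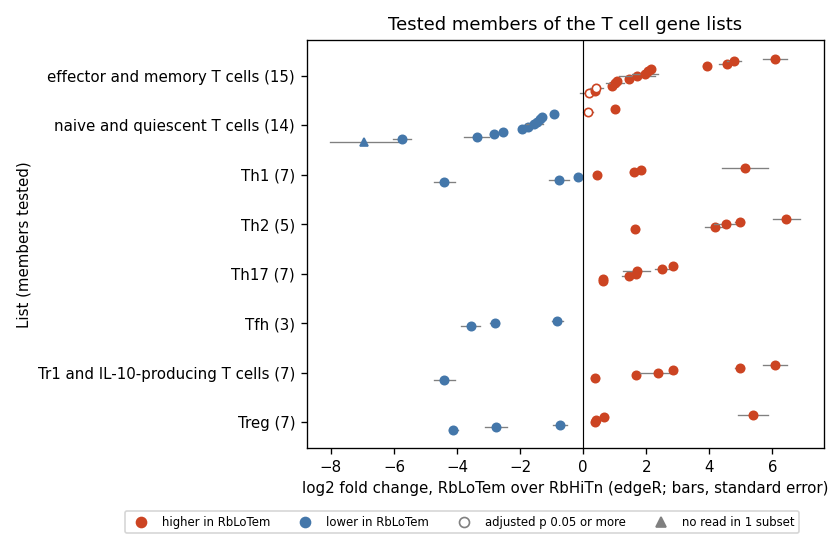
Log2 fold change between Rb LoTem and Rb HiTn cells for each tested member of 8 gene lists. Bars are standard errors derived from edgeR's F value, which can be too small at low counts. Filled points passed an adjusted p under 0.05, and the triangle is TXK, with no read in Rb LoTem cells, whose fitted value is no bound. All 7 tested of 21 listed Th17 genes and all 5 tested of 24 listed Th2 genes lie above 0.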

#### Neutralization of IL-4 eliminates IL-10 synergy

In order to identify the molecules mediating T cell synergy, we performed antibody neutralization experiments during co-culture of FoxP3^+^ Treg and Rb^Lo^Tem cells based on the transcriptomic data (Fig 4). We found that neutralization of IL-4 eliminated the synergistic production of IL-10 (Fig 5A). In repeat experiments comparing neutralization of IL-4 to neutralization of IL-4Rα (CD124), which inhibits both type I and type II IL-4 receptor complexes, we found a corresponding elimination of IL-10 synergy (Fig 5B). To identify which cell the IL-4 was impacting, we neutralized CD124 on only the Rb^Lo^Tem cells by pre-incubation with the antibody, washing away unbounded antibody, then co-culturing the CD124-blocked Rb^Lo^Tem cells with fresh FoxP3^+^ Tregs. We found no difference in IL-10 synergy (Fig 5C). However, the inverse experiment in which the FoxP3^+^ Tregs were pre-blocked with anti-CD124 revealed robust inhibition of synergy (Fig 5D). Moreover, we tested the impact of IL-4 neutralization in FoxP3^+^ Treg mono-cultures using conditioned media from Rb^Lo^Tem cells. Once again, we found that blockade of IL-4 eliminated the IL-10 response (Fig 5E).

**Fig 5:**
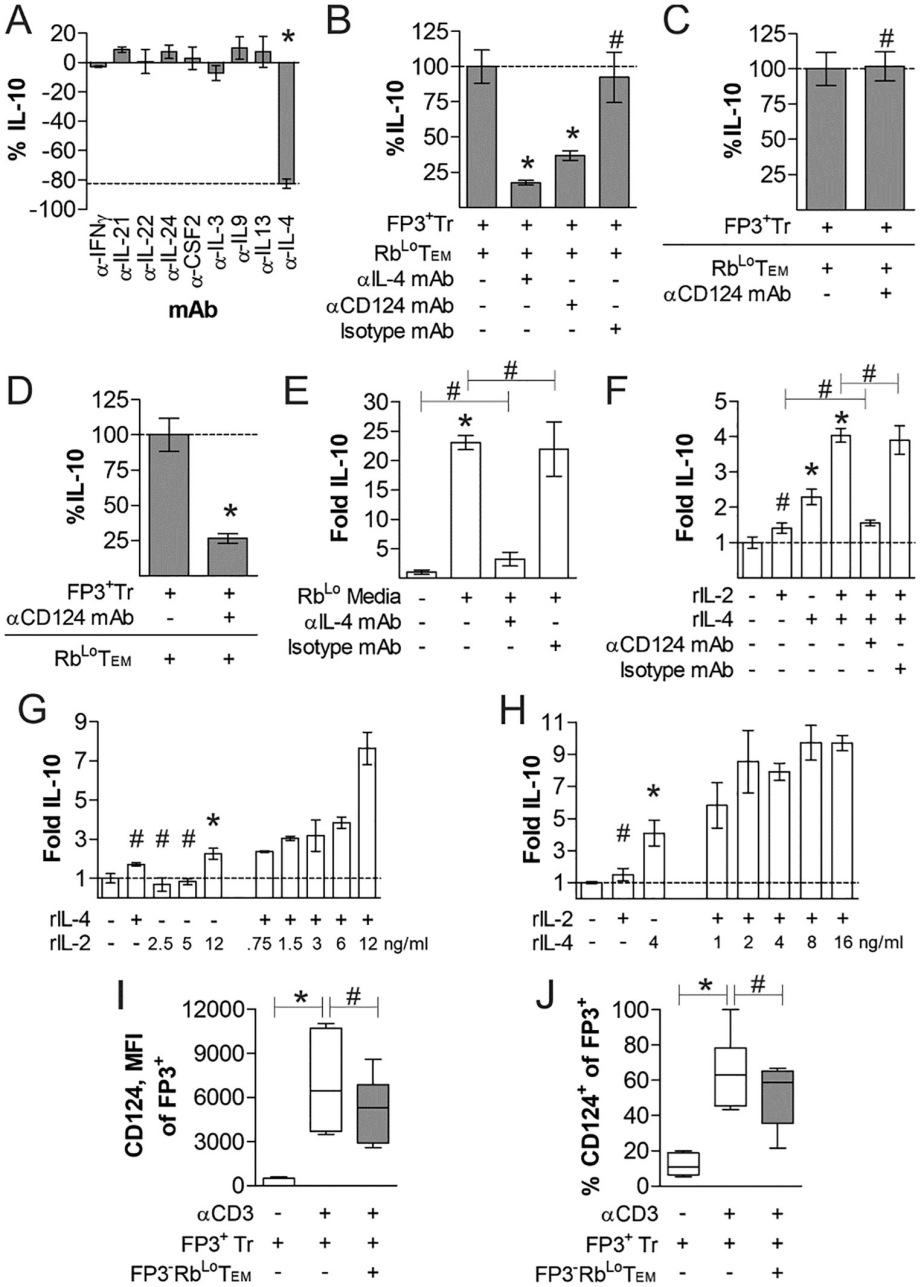
IL-4 and FoxP3^+^ Treg IL-4Rα (CD124) mediates Treg IL-10 production. FoxP3^+^ Tregs and Rb^Lo^Tem were stimulated in co-culture as before for 3 days with the addition of cytokine (A) or receptor (B) neutralizing antibodies to identify the mediator of IL-10 synergy. (C) To determine whether IL-4 was acting on Rb^Lo^Tem cells or FoxP3^+^ Tregs, (C) Rb^Lo^Tem cells were incubated with CD124 neutralizing antibody, washed, then co-cultured with fresh FoxP3^+^ Tregs as before (C); and then compared to pre-incubating FoxP3^+^ Tregs with CD124 antibody followed by co-culture with Rb^Lo^Tem cells (D). FoxP3^+^ Tregs were stimulated as before in monoculture supplemented with either conditioned media from stimulated Rb^Lo^Tem cells (E) or various concentrations, denoted in ng/mL, of recombinant IL-2 or IL-4 (F-H) with and without neutralizing IL-4 or CD124 antibodies (E-H). (I-J) FoxP3^+^ Tregs were cultured with and without αCD3ε stimulation, as well as with and without Rb^Lo^Tem cells. At day 3, cells were harvested and stained for CD124 expression, and analyzed by geometric mean fluorescence intensity (I) and the percent CD124 positive among FoxP3^+^ Tregs (J). * = p<0.05; # = p>0.05. P value calculated from Student’s T-Test, with comparisons to control unless specified. Error bars show mean with SEM. For A-H, n = 3 to 6 experiments. For I-J, n = 6 experiments.

In order to determine whether IL-4 was necessary and/or sufficient to induce IL-10 in Tregs, we cultured FoxP3^+^ Tregs with fresh media supplemented with recombinant IL-4 (rIL-4) and IL-2 (rIL-2) together and independently. Although our data already demonstrated that IL-2 was not the primary driver of IL-10 production (Fig 1D & 1F), IL-2 was used because IL-2 concentrations robustly decrease in co-culture (Fig 1D), suggesting that it may play the well-documented pro-survival role for Tregs [23]. We found that rIL-4 induced IL-10 in mono-cultured FoxP3^+^ Tregs, but that the addition of IL-2 greatly enhanced this response despite the failure of IL-2 to robustly induce IL-10 in the absence of IL-4 (Fig 5F). This effect was dependent upon CD124, since neutralizing antibody completely reversed the impact of rIL-4 supplementation (Fig 5F). Cytokine titration experiments with isolated FoxP3^+^ Tregs and varied concentrations of rIL-2 (Fig 5G) and rIL-4 (Fig 5H) further demonstrated the dose-response nature of IL-10 production downstream of exposure to these cytokines. We also found that the expression of CD124 in FoxP3^+^ Tregs was dependent upon prior stimulation with αCD3ε antibody, and this expression was not impacted by the presence of Rb^Lo^Tem cells (Fig 5I and 5J).

### Rb^Lo^Tem cells require IL-4 to protect mice from pulmonary inflammation

The *in vitro* experiments implicate Rb^Lo^Tem cells as a key population of T cells capable of inducing IL-10 release by FoxP3^+^ Tregs, while transcriptomic and antibody-mediated neutralization experiments implicated a dependence upon IL-4 to promote this response. In order to test the Rb^Lo^Tem protective activity and their dependence on IL-4 *in vivo*, we performed an adoptive transfer experiment into a house dust mite (HDM)-induced acute asthma model. Rb^Lo^Tem cells were isolated as before (S2 Fig) from either WT or IL-4 knockout (IL-4ko) mice, stimulated *in vitro* for 48 hours with anti-CD3ε antibody, then transferred via the tail vein into recipient WT mice on day 7 of HDM challenges. Robust immune suppression, as measured by the total number of airway-infiltrating leukocytes (Fig 6A), overall clinical score (Fig 6B; Table 1), neutrophils, lymphocytes, macrophages and eosinophils (Fig 6C) recovered in bronchoalveolar lavage fluid (BALf), was achieved with a single transfer of 60,000 WT cells. Moreover, tissue pathology measured by confocal microscopy for activated leukocytes (Fig 6D) and hematoxylin and eosin staining (H&E; Fig 7) was returned to baseline in mice receiving WT Rb^Lo^Tem cells, while TriChrome and periodic acid-Schiff (PAS) staining revealed a reversal of collagen deposition (i.e. tissue remodeling) and mucus production, respectively (Fig 7). Importantly, this potent ability to reverse lung inflammation was lost when the Rb^Lo^Tem cells lacked IL-4 (Figs 6 and 7), confirming the central role for IL-4 in Rb^Lo^Tem-mediated immune suppression.

**Fig 6:**
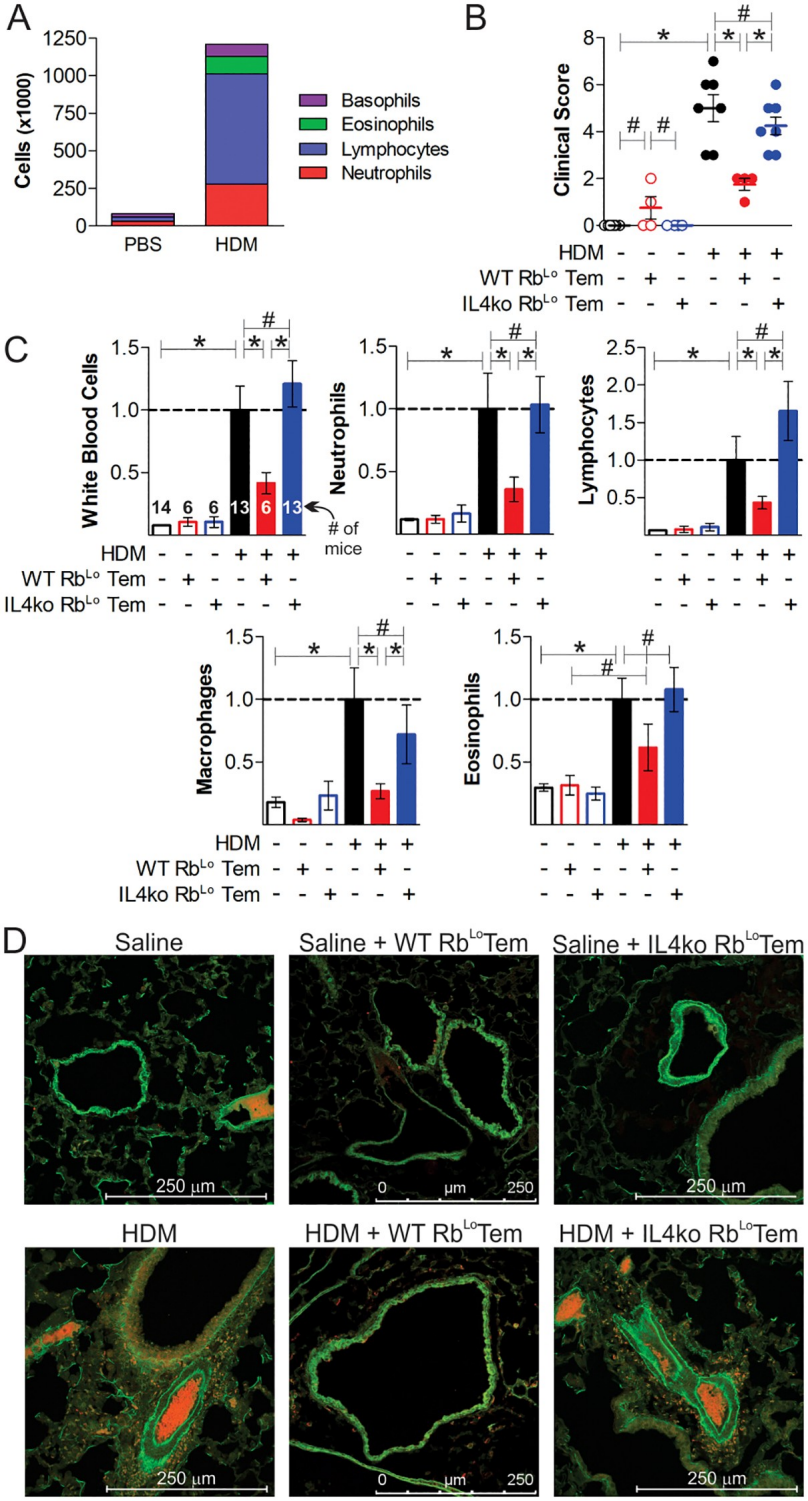
Rb^Lo^Tem cells reverse lung inflammation in an IL-4-dependent fashion. Mice were given 60,000 of anti-CD3ε-stimulated WT or IL-4ko Rb^Lo^Tem cells on day 7 of acute HDM-induced asthma to test their ability to reverse inflammatory pathology. The total number of infiltrating cells (A), the clinical score (see Table 1) (B), normalized cellular differentials from BALf harvests (C), and tissue pathology (D) by immunofluorescence staining for EpCAM (green) and MPO (red) from representative sections of pulmonary tissue are shown. * = p<0.05; # = p>0.05. P value calculated from an unpaired Student’s T-Test. Error bars show mean with SEM. n = 6 to 14 individual mice total per group, across two asthma trials, as indicated on the White Blood Cell counts in panel C.

**Fig 7:**
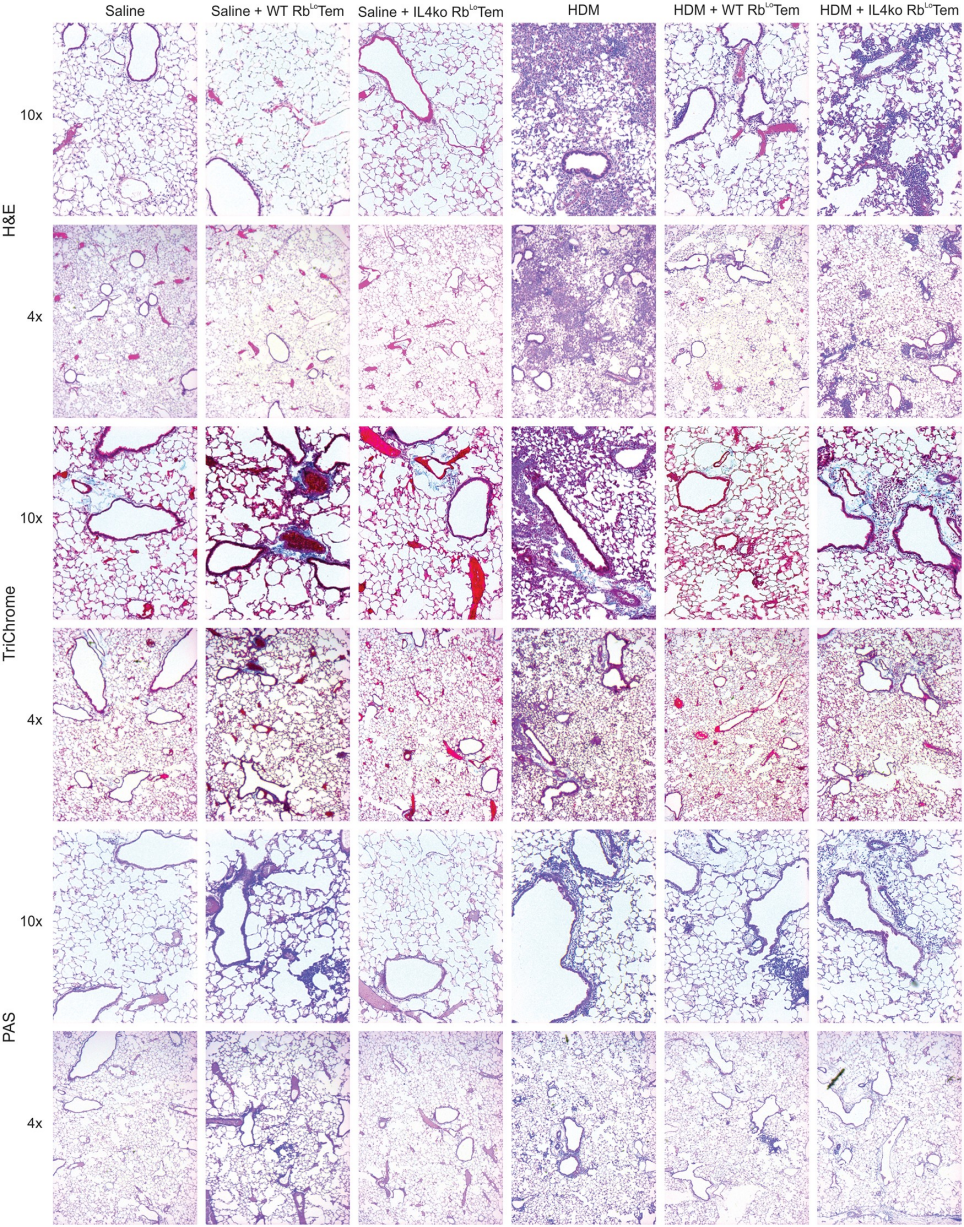
Lung inflammation, remodeling and mucus production is reversed by Rb^Lo^Tem cells in an IL-4-dependent fashion. Representative lung sections from n = 6 mice at 4x and 10x magnification from the mice described in Fig 6 were stained with H&E (top), TriChrome (middle) and PAS (bottom) to assess cellular infiltration, tissue remodeling/collagen deposition and mucus production respectively in HDM-challenged mice receiving 60,000 activated WT or IL-4ko Rb^Lo^Tem cells.

## Discussion

In this study, we discovered a novel pathway of immune suppression mediated by the Rb^Lo^Tem subset of regulatory T cells. We found that FoxP3^-^CD4^+^CD62L^-^CD44^+^CD45Rb^Lo^ effector/memory T cells (Rb^Lo^Tem) coordinate a regulatory circuit in which they communicate with FoxP3^+^ Tregs to synergistically enhance IL-10 production, leading to the suppression of IFNγ and other cytokines *in vitro* and pulmonary inflammation *in vivo*. We also discovered that this pathway is mediated by a combination of IL-2 and IL-4 secreted by Rb^Lo^Tem cells, leading to ligation of IL-4Rα (CD124) on αCD3ε-activated FoxP3^+^ Tregs and subsequent IL-10 production. The discovery of a novel T-effector cell-driven regulatory pathway and its underlying mechanism could have a major impact on how we understand the resolution of inflammation, the maintenance of homeostasis throughout the body, Treg behavior, and possibly how to control a variety of inflammatory diseases.

The interplay between T cell subsets to favor a particular response is not a novel concept. A recent example is the interaction between neuropilin-1 (Nrp1) and semaphorin-4a (Sema4a)[22]. Association of surface Sema4a on Tconv cells with Nrp1 on Tregs increased Treg survival and function *in vitro* and was found to be required for the *in vivo* suppression of inflammatory bowel disease. Here, we found that the direct cell-to-cell contact via the Sema4a-Nrp1 axis does not account for the suppressive influence of Rb^Lo^Tem cells on Tregs, as neutralization of Nrp1 with an antibody had no impact on *in vitro* IL-10 synergy. Instead, our data strongly support a contact-independent mechanism which relies upon soluble mediators, IL-2 and IL-4.

Since the establishment of the T_H_1/T_H_2 paradigm [24–26], it has been widely recognized that T_H_1 responses oppose T_H_2 responses, and vice versa, and that this is driven by key T_H_1 or T_H_2-associated cytokines. IL-4 has long been characterized as a central inducer of T_H_2 cell development [27], a characteristic cytokine made by T_H_2 cells [24–26], and a critical factor leading to the suppression of T_H_1 cell differentiation [27–29]. T_H_2 responses were originally described as including IL-4, IL-5, IL-6, and IL-10 [24–26]. As sophistication in the laboratory setting increased, IL-6 and IL-10 were removed from this general list, but it is pertinent to recall that IL-4 has been well documented to induce IL-10 production in T cells [30]. In fact, IL-4 was linked to anti-inflammatory activity as far back as 1989 [31]. A more recent human trial demonstrated that subcutaneous injection of psoriatic lesions with human IL-4 significantly reduced clinical scores [32], while IL-4 expression from a viral vector was able to prevent chondrocyte death and reduce cartilage erosion in a murine model of collagen-induced arthritis [33]. In EAE, gene delivery of IL-4 into mice selectively recruited FoxP3^+^CD25^+^ Tregs which eliminated the disease pathology [34]. IL-4 has also been implicated in the regulatory mechanisms required for the anti-inflammatory effects of intravenous immunoglobulin [35], and is known to be a robust driver of the wound healing phenotype of many macrophages, which includes IL-10 and TGFβ release [36, 37]. Indeed, IL-4 was previously shown to increase the suppressive capacity of CD25^+^ Tregs *in vitro*, although IL-10 was not assessed at the time [38]. Although it is unclear why IL-4 was not depleted in our experiments (Fig 2) like IL-2 (Fig 1), it may be explained by differences in the relative rates of cytokine release by Rb^Lo^Tem cells and consumption by Tregs, these findings not only show that IL-4 is a highly pleiotropic cytokine with a robust history of immune suppression, but they also strongly support the notion that Rb^Lo^Tem cells could use IL-4 as a key driver of IL-10 and immune suppression under at least some inflammatory conditions.

In terms of asthma, the role of IL-4 is not entirely clear. In early descriptions of asthma one hundred years ago, asthma was divided into “intrinsic” or non-atopic and “extrinsic” atopic disease [39]. However, in the 1980s, the notion that asthma was nearly always atopic came into prominence [40], which lead to the use of asthma as an exemplar T_H_2-mediated atopic disease characterized by T_H_2 cytokines like IL-4, IL-5 and IL-13, eosinophilia and increased IgE production [24–26]. More recent large-cohort studies, such as those conducted by the Severe Asthma Research Program (SARP), have reinvigorated the division of asthma into specific endotypes based on a variety of clinical characteristics. Of these endotypes, it is now widely recognized that atopic asthma is not the only endotype, and that non-atopic asthma accounts for up to 51% of all asthma cases in the US [41].

Consistent with the interpretation that IL-4 is not a central driver of asthma, a number of clinical trials designed to selectively inhibit IL-4 in asthma patients have failed. The trials for a neutralizing anti-IL-4 antibody (Pasolizumab), a soluble IL-4 decoy receptor (Altrakincept), and even a mutant form of IL-4 with a proposed dominant negative impact on IL-4 function (Pitrakinra) all were halted due to a lack of meeting clinical benchmarks of efficacy. In contrast, efforts simultaneously targeting both IL-4 and IL-13 through IL-4Rα blockade have been more successful (Dupliumab), and primarily in eosinophilic asthma [42]. Since IL-13 uses the type II IL-4 receptor, which is comprised of IL-4Rα (CD124) and IL-13Rα (CD213a), the efficacy of Dupliumab supports the notion that IL-13 may be the more important cytokine in terms of asthma pathology. It is also becoming clear that the non-atopic neutrophilic endotypes are more likely driven by a Th17-dominated response, and these patients are much more likely to have greater disease severity and corticosteroid-resistance. Our results using a model of neutrophilic asthma (Fig 6A) fit with the well-known phenomenon that IL-4 opposes Th1 and Th17 responses, and induces IL-10 release in T cells [28, 29].

In summary, our work has revealed a novel T cell-to-T cell regulatory pathway in which IL-2 and IL-4 from Rb^Lo^Tem cells trigger the release of IL-10 in activated FoxP3^+^ Tregs, and that this response can reverse the pathologies associated with HDM-induced neutrophilic lung inflammation in mice. This model fits well into the greater IL-4 literature, implicates a number of additional therapeutic targets within the IL-4Rα pathway which could be explored as clinical therapies, and highlights the myriad of ways in which T cell-mediated responses can be regulated.

## Supporting information

S1 Fig Flow setup for sorting Tregs based on CD25. Experimental design for the gating strategy utilized to capture CD4^+^FoxP3^+^CD25^+^ and CD4^+^FoxP3^+^CD25^-^ cells from magnetically sorted splenocytes from FoxP3-RFP reporter mice.
(TIF)

S2 Fig Flow setup for sorting T cell subpopulations. Experimental design schematic detailing the staining and gating strategy used to isolate CD4^+^FoxP3^+^, CD4^+^FoxP3^-^CD45Rb^Lo^CD44^+^CD62L^-^, and CD4^+^FoxP3^-^CD45Rb^Lo^CD44^+^CD62L^-^ cells from CD4^+^ magnetically sorted splenocytes.
(TIF)

S3 Fig Blocking neuropilin1 does not engage IL-10 production in Tregs. ELISA measurements of IL-10 in mono- and co-culture supernatants after 72h from FoxP3^+^ Tregs or CD4^+^CD45Rb^Lo^ and CD4^+^CD45Rb^Hi^ cells from IL-10n animals. Cells were grown with or without stimulus from plate-bound αCD3ε and supplementation with a blocking αNeuropilin1 antibody. Error bars show mean with SEM.
(TIF)

## Abbreviations

BALf: bronchoalveolar lavage fluid
MHCII: class II major histocompatibility complex
EAE: experimental autoimmune encephalomyelitis
FoxP3^+^: CD4^+^FoxP3^+^ Treg
FoxP3^-^Rb^Hi^: CD4^+^FoxP3^-^CD45Rb^Hi^ T cell
FoxP3^-^Rb^Lo^: CD4^+^FoxP3^-^CD45Rb^Lo^ T cell
GM-CSF: granulocyte/macrophage colony stimulating factor
HDM: house dust mite
IFNγ: interferon gamma
iTregs: inducible Tregs
IL: interleukin
IL-10n: IL-10 null
IL-4ko: IL-4-knockout
IBD: inflammatory bowel disease
MPO: myeloperoxidase
OVA: ovalbumin
PSA: *Bacteroides fragilis* polysaccharide A
RPKM: reads per kilobase of transcript per million mapped reads
Treg: regulatory T cells
Tconv: T conventional (CD25^-^CD4^+^)
Tcm: T central memory (FoxP3^-^CD62L^+^CD44^+^CD4^+^)
Tem: T effector/memory (FoxP3^-^CD62L^-^CD44^+^CD4^+^)
Tn: T naive (FoxP3^-^CD62L^+^CD44^-^CD4^+^)
Rb^Lo^Tem: CD45Rb-low T effector/memory (FoxP3^-^CD62L^-^CD44^+^CD45Rb^Lo^CD4^+^)
T_H_2: type II helper T cell
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

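Messenger RNA of Rb LoTem and Rb HiTn cells sorted from mouse spleen and stimulated on anti-CD3ε antibody for 3 days was sequenced, with 2 libraries per subset. The paper's methods name Trimmomatic for trimming, TopHat with mm10 and Gencode vM4 for alignment, htseq-count for counting, R for RPKM and DESeq2 for the test, and the submitters' processing notes list Trimmomatic, TopHat, HTSeq, DESeq2 and mm10. The deposited read counts per gene model, as the authors give them, are in another layout, with total and unique reads in exons, genes and exon junctions for 38588 models with human symbols and positions. The aligner and the annotation behind these tables, and whether counting used strand, are not given in the sources used here. The deposited RPKM values equal total exon reads per kb of exon and per 1000000 reads in genes of that library, within 1% for all values above 0. The deposited median coverage signal per model was not used in any test. Since the tables list human models for mouse cells, levels are compared here between libraries for a gene, and comparisons between genes, such as the RPKM limit and the counts of models with reads, are less certain. Reads from paralogs or from an antisense gene cannot be separated. On 9 chromosomes fewer than 200 models are listed.

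Total exon reads were tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with no replicate block. TMM factors lay between 0.991 and 1.013. The common biological coefficient of variation was 0.043. Alternatives used DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 0.1) and log2(RPKM + 1), other scaling, no filter, unique reads, a test against a log2 fold change of 1, a block on the label suffix, and each library left out. On counts simulated for this comparison over 6395 tested genes, edgeR recovered 92 of 100 genes changed by a log2 fold of 1 and 99 of 100 changed by 2, with 3.05% of calls false. DESeq2 recovered 79 and 96. The changed genes were drawn from models above a minimum expected count and were far fewer than the genes called here. The simulated spread was that fitted on these libraries, so the rates need not hold for low counts or for the comparison itself.

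The tests, alternatives, gene lists and the rule for named genes were fixed before the data were examined, after Fig. 4 had been seen. The rule takes the genes the paper names for the transcriptome, the 10 largest increases and 10 largest decreases among called genes with a mean RPKM above 2 in the higher group and libraries of the subsets not overlapping, and up to 4 members of each list. Other genes named here meet the candidate rule, complete the account of a list or are weighed in the closing section, and were picked after the results were seen. Some genes that the rule takes are not reported here. The rule skips models with a placeholder name, which among the increases was C12orf68 alone. Gene lists hold 695 mouse genes, matched to the files by symbol in upper case or by the human name. Of these 489 had a model, 287 had reads and 203 were tested. Lists with at least 3 tested members were tested by camera with a preset correlation of 0.01 and with an estimated one, and by fry.

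The fold of a gene with 0 reads in a subset is a bound against 3 reads over the group. This bound takes the reads of the other subset as exact and leaves out their counting error. Ratios of low counts carry exact 95% intervals. The standard error of a log2 fold change is its size divided by the square root of edgeR's F value. It is not a direct estimate and can fall below counting error where a subset had few reads. For the candidate rule the mean RPKM of each subset was used, since the paper does not say in which libraries the limit applies. The median RPKM ratio of the Fig. 4 genes has no value without an added constant, since most of their models had no reads. Membership in the list of secreted proteins stands in for the paper's annotation of protein location, whose source its text does not name.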

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

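The tests of explanations in this part, and the use of the candidate rule in the other direction, were chosen after the results were seen, and the gene lists and the rule itself before. Genes that the paper does not discuss differed strongly between the subsets. PENK, LGALS3 and INHBA had a mean RPKM of 77.0, 19.7 and 4.33 in Rb LoTem cells, above their level in Rb HiTn cells. The log2 fold change of INHBA was 5.25 in the main test and 3.05 with uniquely matching reads alone. In the other direction, 21 genes were at a mean RPKM above 2 in Rb HiTn cells and at least 16 times their level in Rb LoTem cells, among them CD79A, MEF2C and NSG2. Of these 20 were called by edgeR, and 1 was not tested, with 9 reads in Rb HiTn cells against 0 and a bound of only 3.10-fold.

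The genes of Fig. 4 had few or no reads. IL4, IL13, IL21 and IL17F had 0 reads. On each of these models an RPKM of 2 would have given at least 13.97 reads over both Rb LoTem libraries. This argues against low depth alone only if the human models catch the mouse reads, which is not known here. Low depth together with lost reads is not excluded. Human gene models, on which mouse reads can be lost, remain open as the explanation for these genes. B2M, CD3D and the mitochondrially encoded protein genes together had only 2.38 reads per 1000000 reads, so those models appear to lose mouse reads. The paper reports IL-4 and IL-13 among the proteins measured by Luminex after 3 days. It also reports that blocking IL-4 removed the Treg response to Rb LoTem-conditioned medium. These are protein results, and they caution against reading 0 reads on IL4 as absence of the transcript. Cell cycle genes had 10 or more reads in 26 of 31 models and secreted proteins in 21 of 107 (Fisher's exact test, p = 8.9e-11), which does not separate sequence differences from low transcription.

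B cell markers had reads in Rb HiTn cells and were lower in Rb LoTem cells in 6 of 6 tested cases. Of the reads on these 6 models 100% matched a single place, which argues against reads shared between the listed human models. Reads from mouse paralogs whose own human model is missing or differs in sequence are not excluded by this. B cells among the sorted Rb HiTn cells are a candidate source, with a median log2 fold change of -3.85 when genes with 0 reads are set at their bound (-6.92 as fitted) and lower values of CD74 and HLA-DRB1. The abundant B cell genes IGHM, with 5 and 4 reads in Rb HiTn cells, and IGKC, CD79B and CD22, with 0, do not decide on human models, and the sort for CD4+ cells would remove most B cells. Transcription of these genes in naive T cells themselves was not tested.

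ZBTB16, the gene of the innate-like T cell factor PLZF, had 23 and 29 reads in Rb LoTem cells and 0 in Rb HiTn cells, at least 16.8-fold higher, and was the 1 NKT and γδ T cell marker that could be tested. IKZF2, the gene of Helios, had 139 reads in Rb LoTem cells and 3 in Rb HiTn cells, with 40.1% matching a single place. NKT or γδ T cells in the Rb LoTem gate cannot be told apart from a change within Rb LoTem cells, since the other listed markers had 3 reads in Rb LoTem cells. Treg cells in the gate, which excluded FoxP3+ cells, cannot be excluded either, since the other Treg genes had a median log2 fold change of -0.18 and went both ways.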

How the results depend on the processing

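Chosen after seeing the data were the runs limited to genes with at least 80% unique reads (1529 higher, 1480 lower) and without the B cell, plasma, myeloid and dendritic lists (1587 and 1533). The latter run still tested 6526 of the 6539 models, so its counts could hardly change. It does not show whether other genes carry reads from such cells. Under the alternatives to the main test the counts of 1592 genes higher and 1545 lower in Rb LoTem cells stayed within 1.5 times, apart from DESeq2, which called 991 lower, and the test against a log2 fold change of 1, which called 273 higher and 227 lower, the latter by a stricter construction. All genes called by DESeq2 were also called by edgeR in the same direction. No gene called in the main test was called the other way in any alternative. Leaving out each library gave 1237 to 1483 higher and 1217 to 1381 lower, with the lone library of a subset assumed to vary like the other. With the label suffix as a replicate block, 1562 were higher and 1530 lower. Deviations between libraries with and without the suffix correlated by -0.069 between the subsets over 3269 genes. No shared effect of the suffix was visible, which does not show whether the libraries were paired. The count of 25 genes meeting the candidate rule became 42 with an RPKM limit of 1, 9 with a limit of 5, 16 with 0.1 RPKM added and 1 with 1 RPKM added, and the count of 3 secreted genes became 1 with 1 RPKM added, in which case only PENK passed. The limit and the added value set these changes by construction. Leaving out each library gave 24 to 27 genes and 3 secreted genes. The median log2 RPKM ratio over the 7 Fig. 4 genes in the files was 0 with 0.1 RPKM added and 0 with 1 RPKM added, as fixed by the models without reads, and no value was given without an added value as planned, nor by leaving out libraries or from edgeR, since 4 of the 7 had no reads. Named genes were followed under the alternatives apart from limma, the test against a log2 fold change of 1 and the runs chosen after seeing the data. Of 878 such values of 88 named genes, 834 kept their side of the threshold and direction, 43 lost the call in 16 genes, 1 gained it, and 0 changed sign. The cause was not tested. Set tests by camera with an estimated correlation kept none of the calls made with the preset one. Set tests by fry, which does not compare a list with other genes, kept all of them but the ribosomal proteins (adjusted p = 0.097) and added Th1, Treg, secreted protein, Luminex, type I interferon and sort marker lists.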

Differences from the paper's values

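The log2 ratio of IL-22 is about 7.8 and that of IL-10 about 7.9 in Fig. 4, read by eye, as the paper's values. The values here are bounds of 0.95 for IL22 and 1.37 for IL10 against the floor of reads in Rb HiTn cells. They leave out the counting error of the reads in Rb LoTem cells and do not exclude the paper's. Among the alternatives set before the data were examined, 0.1 RPKM added gave 2.54 and 3.62, and 1 RPKM added gave 0.57 and 1.09. With 0 reads in Rb HiTn cells the added constant sets these values, so they cannot be weighed against the paper's.

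The paper lists the genes of Fig. 4 as transcribed above its RPKM limit and far higher in Rb LoTem cells. Here 0 of the 7 gene models found in the files had a mean RPKM above 2 in Rb LoTem cells. IL4, IL13, IL21 and IL17F had 0 reads in every library, IL24 had 1 read, and IL22 and IL10 had a mean RPKM of 0.483 and 1.13. With an RPKM limit of 1, IL10 passes the candidate rule only because Rb HiTn cells had 0 reads, and its bound of 2.58-fold does not show a 16-fold difference. The edgeR test without the filter on low counts called IL10 with an adjusted p of 0.049. Its p-values are not comparable with those of the main test, so this call is weak. IL22 and IL10 had reads in Rb LoTem cells only, the direction the paper states. The paper's methods name mouse genome alignment, and the values here come from human gene models.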

Other observations

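Genes of immediate responses to T cell receptor signals mostly differed, in both directions. Of 19 tested, 5 were higher and 10 lower in Rb LoTem cells after 3 days (5 and 10 adjusted over the list alone). NR4A1, an orphan nuclear receptor gene induced by receptor signals, had a log2 fold change of -1.83 (standard error 0.09, adjusted p = 7.3e-17 from edgeR), and FOSB, an AP-1 subunit gene, of -2.51 (standard error 0.25). JUNB was higher, with a log2 fold change of 1.20 (standard error 0.07), though only 58.9% of its reads matched a single place. The list as a whole did not move one way (camera adjusted p = 0.51, fry 0.44). Of 26 tested cell cycle genes 12 were lower and 4 higher (13 and 4 adjusted over the list alone, camera adjusted p = 0.040, 0.53 with an estimated correlation, and fry 0.034). STMN1, which encodes a microtubule regulator, had a log2 fold change of -1.17 (standard error 0.06). Of 14 tested glycolysis genes 9 were higher and 3 lower, with 1 lower without the Rb HiTn library with the suffix o (camera adjusted p = 0.0503, 0.57 with an estimated correlation, and fry 0.068). HK2, the gene of hexokinase 2, had a log2 fold change of 1.76 (standard error 0.11), and PDK1, which encodes a kinase that restrains pyruvate oxidation, of -2.70 (standard error 0.16).

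Of 10 tested p53 and apoptosis genes 5 were higher, among them SESN2 and CCNG1, and 4 were lower (camera adjusted p = 0.96, fry 0.78). BCL2L11, the gene of the pro-apoptotic protein BIM, had a log2 fold change of -2.91 (standard error 0.21, adjusted p = 4.4e-13 from edgeR). Among 11 tested interferon gamma response genes 5 were lower and SOCS1 was higher (camera adjusted p = 0.10, fry 0.097), and the guanylate-binding protein genes GBP3, GBP4 and GBP6 had log2 fold changes of -1.61, -1.70 and -1.41. ITGB7, a gut-homing integrin gene, had a log2 fold change of -1.36 (standard error 0.10). Of 61 tested ribosomal protein genes 47 were lower and none higher, with a median log2 fold change of -0.25 (46 lower with DESeq2's size factors and 49 with library size alone). With camera the adjusted p for these was 1.8e-06, with an estimated correlation 0.57, and with fry 0.097.

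Of the proteins measured by Luminex in Fig. 2, 4 genes could be tested (camera adjusted p = 0.22, fry 0.040). CSF1, the gene of macrophage colony-stimulating factor, was at an RPKM of 5.13 ± 0.449 in Rb LoTem cells and 0.697 ± 0.176 in Rb HiTn cells (SD, n = 2), a log2 fold change of 2.84 (standard error 0.21, adjusted p = 5.3e-13 from edgeR). CCL5 had a log2 fold change of 1.70 (adjusted p = 0.015 from edgeR) with 24 reads in Rb LoTem cells and 7 in Rb HiTn cells, and VEGFA of -1.67 (adjusted p = 0.0050 from edgeR). The calls of CCL5 and VEGFA were lost with DESeq2 and without single libraries. TGFB1 had a log2 fold change of 0.14 (adjusted p = 0.11 from edgeR). SEMA4A, a semaphorin gene, had a log2 fold change of -0.64 (adjusted p = 0.013 from edgeR), lost with DESeq2 and without either library with the suffix o.

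Other lists gave less clear results. Of 17 tested secreted protein genes 7 were higher and 8 lower, with 5 lower without the Rb HiTn library with the suffix o (camera adjusted p = 0.16, fry 0.017, both upward, against a median log2 fold change of -0.62). Of 14 tested cholesterol synthesis genes 3 were higher and 1 lower, with 1 higher without either library with the suffix o (camera adjusted p = 0.83, fry 0.44), and of 14 respiratory chain genes 3 were higher and 3 lower (camera adjusted p = 0.86, fry 0.55). Of 3 tested cytokine receptor genes 1 was higher and 2 lower (camera adjusted p = 0.37, fry 0.051), and of 3 tested type I interferon response genes 2 were lower (camera adjusted p = 0.48, fry 0.041), each changing without single libraries. Of 5 tested chemokine and homing receptor genes 3 were lower (camera adjusted p = 0.0021, 0.37 with an estimated correlation, and fry 0.024). LAG3 and CTLA4, the 2 tested inhibitory receptor genes, were higher, and neither was called without the Rb LoTem library with the suffix o. No member could be tested among cytotoxic effector molecules and among markers of plasma cells, neutrophils, CD8 T cells, erythroid cells and platelets.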
